A study of Homo sapiens with 6 samples. Its data were reported in "ERCC6L2 mitigates replication stress and promotes centromere stability" (2023).

How the data were processed

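Nascent DNA was labelled with BrdU for 2 h in control and ERCC6L2−/− U2OS cells, immunoprecipitated and sequenced, with 3 samples per genotype. The authors trimmed the reads with TrimGalore, aligned them with BOWTIE2 to the UCSC human genome hg38 (patch 12), removed duplicate reads with Picard and called peaks with MACS2 in each sample on its own. They merged the peaks of the 3 replicates of a genotype with MSPC into a consensus list, and took as unique the consensus peaks left after those of the other genotype were excluded with BEDtools. How reads that align equally well to several places were handled, and the thresholds used, are not stated. The aligner by default reports a single place for such reads, so a peak in repeated DNA can hold reads from other copies.

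The deposited consensus lists give for each peak its start, its end and a score that is the −log10 of the p-value of the merged peak. The authors' scores have a ceiling: values above 310.6 are written as infinite. The unique lists give positions only. Each of the 3371 unique control peaks and 1614 unique ERCC6L2−/− peaks was found with the same position in its consensus list, from which its score was taken, and the unique lists equalled the consensus peaks that share no base with the other list. Scores were used to describe, rank or filter peaks within a list. Rankings and shares at the ceiling of both lists are given side by side, but the level of the scores was not compared between lists. The lists hold no read counts, so the depth of each sample is unknown here, and the number of peaks sets the precision of each share. Groups were taken from the genotype labels.

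Sequences were taken from hg38 with pysam 0.24.0 after indexing with samtools 1.23.1. The lists use 47 contigs that are not in the reference used here, and the 24 unique control peaks and 7 unique ERCC6L2−/− peaks on them were left out of tests on sequence. Peaks on these contigs were counted as outside alpha-satellite for clustering and for the ratio of peak numbers. The same holds for the alternatives of overlap between lists and of the share at the score ceiling. Gene overlap was counted with bedtools 2.31.1 for peaks on chromosomes 1 to 22, X, Y and M against GENCODE release 44. Centromeres were defined as runs of alpha-satellite, found without use of the peaks or of the CENP-B box. The monomer length with the highest self-identity on chromosome 1 was 171 bases. Windows of 1000 bases with at least 50% identity to the sequence 1 monomer downstream were joined over gaps of up to 10 kb, and runs of at least 10 kb were kept. This gave 201 runs that cover 75.1 Mb. A definition from annotated centromeres was not used here.

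The CENP-B box was counted as a match to NTTCGNNNNANNCGGGN on either strand. A purine tract was a run of at least 30 purines or pyrimidines. Matches to the 7SL RNA gene (RN7SL1, ENSG00000276168.1, chromosome 14, 49586580 to 49586878) were found with blastn 2.17.0 (word size 7, E-value of at most 0.001). The main definition of an Alu match, at least 100 bases, was kept as set in advance although nearly no sequence met it, and a match of at least 50 bases, also set in advance, is reported beside it. Two-sided Fisher's exact tests (scipy 1.17.1) compared the unique lists, with 95% Wilson intervals for shares. Peaks are not replicates, so the tests compare the lists and not the conditions. The design set 6 such comparisons. Further Fisher's exact tests were run under the alternatives and on subsets of peaks, and no p-value was adjusted for the number of tests. Backgrounds were random places without unknown bases, of the same widths on the same chromosomes (5 sets) or in alpha-satellite (20 sets), and 20 random placements for clustering. For each peak the copies of its 50-base words in the reference were counted on both strands, without alternate contigs.

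The items named were set by a rule fixed before the data were examined. In each unique list these were the 3 clusters with the most peaks (peaks chained at gaps of at most 100 kb), the 3 peaks outside centromeres with the highest score, and the 3 12-base words with the greatest excess over the other list after words sharing 8 or more bases were dropped. Excess was taken as the difference in the share of peaks. The tie of scores at the ceiling was broken by width among peaks on chromosomes 1 to 22 and X, which was decided after the tie was seen.

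The alternatives were recomputed unique lists, the higher-scoring peaks of each list (at or above its median), chromosomes 1 to 22 and X only, peaks chained at 10 kb counted once, each of 23 chromosomes left out in turn, peaks inside or outside centromeres, the central 300 bases only, centromeres widened by 1 Mb, all consensus peaks, a 17-base box with up to 2 mismatches, tracts of at least 20 or 50 bases, neighbours within 20 or 500 kb, protein-coding genes, and for overlap a reciprocal 50% or a gap of up to 1 kb. On simulated sequences the methods recovered 500 of 500 planted boxes, 500 of 500 tracts and 500 of 500 diverged 7SL fragments, with 10, 0 and 0 calls among 1500 sequences without them. The 7SL fragments were called at a match of at least 50 bases, so the definition of at least 100 bases was not tested. In 500 simulated pairs of lists the Fisher's exact test was past 0.05 in 17 pairs with equal shares and in 485 pairs with shares 5 percentage points apart. The simulated peaks were independent of each other, which the clustered peaks of the real lists are not, so these rates need not hold for them.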

Results

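Nascent DNA of control and ERCC6L2−/− U2OS cells was compared to find the genomic regions in which replication differs when ERCC6L2, a SNF2-family ATPase, is missing. U2OS is a human osteosarcoma cell line. Cells were pulsed for 2 h with BrdU, a thymidine analogue that is built into newly made DNA, and the labelled DNA was immunoprecipitated and sequenced. The series held 6 samples, 3 control and 3 ERCC6L2−/−. The data analysed here were 4 peak lists made by the authors, a consensus list and a unique list for each genotype. A consensus peak is a region of enriched reads found across the 3 replicates of a genotype, and a unique peak is a consensus peak of one genotype that overlaps none of the other. Each list merges 3 replicates, so there was no spread between replicates and the read depth of each sample is unknown here. The Fisher's exact tests below were two-sided and compare the 2 lists, not the conditions, and the 95% Wilson intervals cover counting error only.

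The control consensus list held 10285 peaks with a median width of 697 bases, and the ERCC6L2−/− consensus list held 8555 peaks with a median width of 732 bases. They covered 11.6 Mb and 10.6 Mb. In the control list 6914 peaks, or 67.2% (95% interval 66.3 to 68.1%), overlapped an ERCC6L2−/− peak by at least 1 base. In the ERCC6L2−/− list 6941 peaks, or 81.1% (80.3 to 82.0%), overlapped a control peak. The choice that moved these shares most was a restriction of the list asked about, but not of the other list, to its higher-scoring peaks. It gave 79.2% and 90.6%, and because these peaks were all at the score ceiling it restates the difference in score between shared and unique peaks given next. The remaining 3371 control peaks and 1614 ERCC6L2−/− peaks were the unique peaks, with median widths of 557 and 620.5 bases.

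The authors' score of a peak is the −log10 of its p-value, and it is written as infinite where the p-value is too small to be stored. Of the unique control peaks, 45.4% (43.7 to 47.1%) were at this ceiling, against 84.1% (83.2 to 84.9%) of the shared control peaks. Of the unique ERCC6L2−/− peaks, 30.8% (28.6 to 33.1%) were at the ceiling, against 68.9% (67.8 to 69.99%) of the shared ones. The median score of unique peaks was 295.6 in the control list and 234.6 in the ERCC6L2−/− list, and the median of shared peaks was at the ceiling in both. In each list the unique peaks scored lower than the shared ones.

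To ask where the unique peaks lie, they were placed against the alpha-satellite arrays of the reference, the tandem repeats on which human centromeres are built. Of 1607 unique ERCC6L2−/− peaks on contigs of the reference, 594 lay in alpha-satellite (37.0%, 34.6 to 39.4%). Of 3347 unique control peaks, 131 did (3.91%, 3.31 to 4.63%). The odds ratio was 14.4 (Fisher's exact test, p = 7.43e-198). Random places of the same widths on the same chromosomes fell in alpha-satellite in 2.82% of cases for the ERCC6L2−/− list and 2.84% for the control list. Alpha-satellite also held 12.1% of the shared control peaks and 12.2% of the shared ERCC6L2−/− peaks. When all consensus peaks were compared in place of the unique ones, the choice that moved this result most, the shares were 16.9% and 9.40% and the odds ratio was 1.96 (Fisher's exact p = 6.89e-52).

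The excess was spread unevenly over chromosomes. On each of the 22 autosomes the ERCC6L2−/− list had more unique peaks inside alpha-satellite and fewer outside it than the control list. The numbers inside were 74 against 6 on chromosome 1, 70 against 7 on chromosome 5 and 69 against 3 on chromosome 19. They were only 25 against 21 on chromosome 20, 2 against 1 on chromosome 16 and 1 against 0 on chromosome 6. Chromosome X had 0 in both lists. Alpha-satellite sequence is repeated many times over. The 50-base words of a unique ERCC6L2−/− peak in alpha-satellite had a median of 635.5 copies in the reference. Of these 594 peaks, 0 had at least 90% of their words in a single copy, which allows a share of up to 0.643% (upper Wilson bound). The position of a single peak within an array is therefore uncertain. The median share of their words found on more than 1 chromosome was 34.6%, so reads may also be counted on the wrong chromosome.

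**Figure D1:**
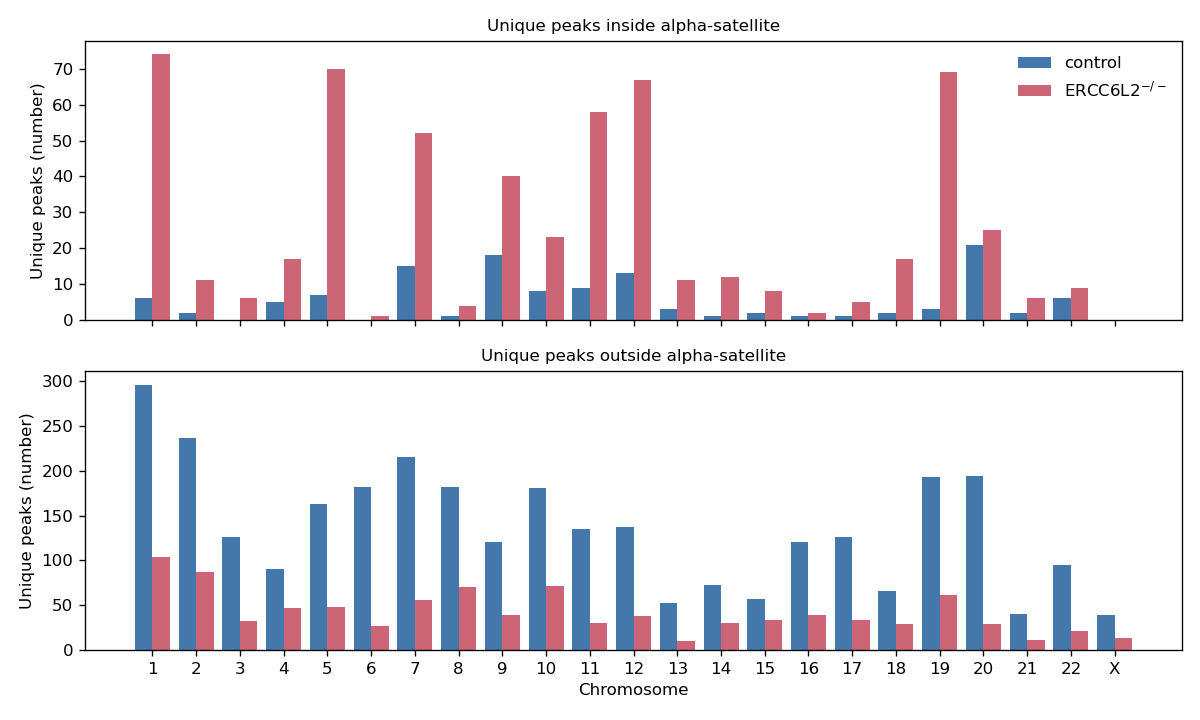
Number of unique peaks per chromosome inside alpha-satellite (upper panel) and outside it (lower panel) in the control list (blue) and the ERCC6L2−/− list (red). Inside alpha-satellite the red bar is the taller on each of the 22 autosomes, with 74 against 6 peaks on chromosome 1, and outside it the blue bar is the taller.

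The CENP-B box is a short sequence of many alpha-satellite repeats that the centromere protein CENP-B binds. A match to its core pattern was present in 568 of 1607 unique ERCC6L2−/− peaks (35.3%, 33.0 to 37.7%) and in 120 of 3347 unique control peaks (3.59%, 3.01 to 4.27%). The odds ratio was 14.7 (Fisher's exact test, p = 6.05e-191). All of these matches lay in alpha-satellite. Inside alpha-satellite the box was present in 95.6% of the unique ERCC6L2−/− peaks and 91.6% of the unique control peaks, a difference that the test did not separate from 0 (odds ratio 2.00, Fisher's exact p = 0.0764). With only the central 300 bases of these peaks scanned, a choice added after the data were seen, the shares were 72.6% and 63.4% (odds ratio 1.53, Fisher's exact p = 0.0432). Random places of the same widths in alpha-satellite carried the box in 76.7% of cases for the ERCC6L2−/− widths, with a range of 73.8 to 79.0% over 20 sets. The shared alpha-satellite peaks carried it in 77.97% of the control list and 77.0% of the ERCC6L2−/− list.

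The study searched the unique peaks for recurring motifs. Here the 12-base words with the greatest excess in one unique list over the other were taken. In the ERCC6L2−/− list these were GTTTCCAACGAA, present in 561 peaks (34.9% against 3.44% of the control list), ACAGAGTTGAAC in 543 peaks and AAAAAGAGTGTT in 531 peaks. All peaks of this list that held one of the 3 words lay in alpha-satellite. In the control list they were AGGAAGGAAGGA, present in 761 peaks (22.7% against 8.15% of the ERCC6L2−/− list), GAAAGAAAGAAA in 567 peaks (16.9% against 3.55%) and GAGAGAGAGAGA in 610 peaks (18.2% against 6.35%). None of the peaks with these control words lay in alpha-satellite, and each word is made of purines alone. At random places of the control widths the shares of the 3 control words were 0.530%, 1.18% and 1.39%.

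An uninterrupted run of at least 30 purines, or of pyrimidines on the other strand, was present in 1435 of 3347 unique control peaks (42.9%, 41.2 to 44.6%). It was present in 271 of 1607 unique ERCC6L2−/− peaks (16.9%, 15.1 to 18.8%), for an odds ratio of 0.270 (Fisher's exact test, p = 6.90e-78). Shared peaks carried such a tract in 19.6% of the control list and 19.3% of the ERCC6L2−/− list, and random places of the control widths in 4.05%. Outside alpha-satellite, where all tracts of the unique peaks lay, the shares of the unique lists were 44.6% and 26.8% (odds ratio 0.453, Fisher's exact p = 1.01e-24), both above the shared peaks there (22.2% of the control list and 21.9% of the ERCC6L2−/− list). The restriction that moved this result most, to peaks outside alpha-satellite of 45 to 55% GC, was added after the data were seen and gave 44.7% and 33.9% (odds ratio 0.634, Fisher's exact p = 1.41e-05).

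Alu elements, the most frequent short interspersed repeats of the human genome, derive from the gene of the 7SL RNA. The definition set in advance, an aligned match of at least 100 bases to this gene, was met by 1 unique ERCC6L2−/− peak and by 0 of 3347 unique control peaks, which allows a share of up to 0.115% (Fisher's exact p = 0.324). It was met at only 0.181% and 0.129% of random places and gives no usable comparison. With a match of at least 50 bases, an alternative also set in advance, 440 unique control peaks (13.1%, 12.04 to 14.3%) and 100 unique ERCC6L2−/− peaks (6.22%, 5.14 to 7.51%) had a match (odds ratio 0.438, Fisher's exact p = 2.79e-14). Both shares were below those of random places of the same widths, 23.5% and 28.3%, and above those of the shared peaks, 4.46% in the control list and 3.50% in the ERCC6L2−/− list.

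**Figure D2:**
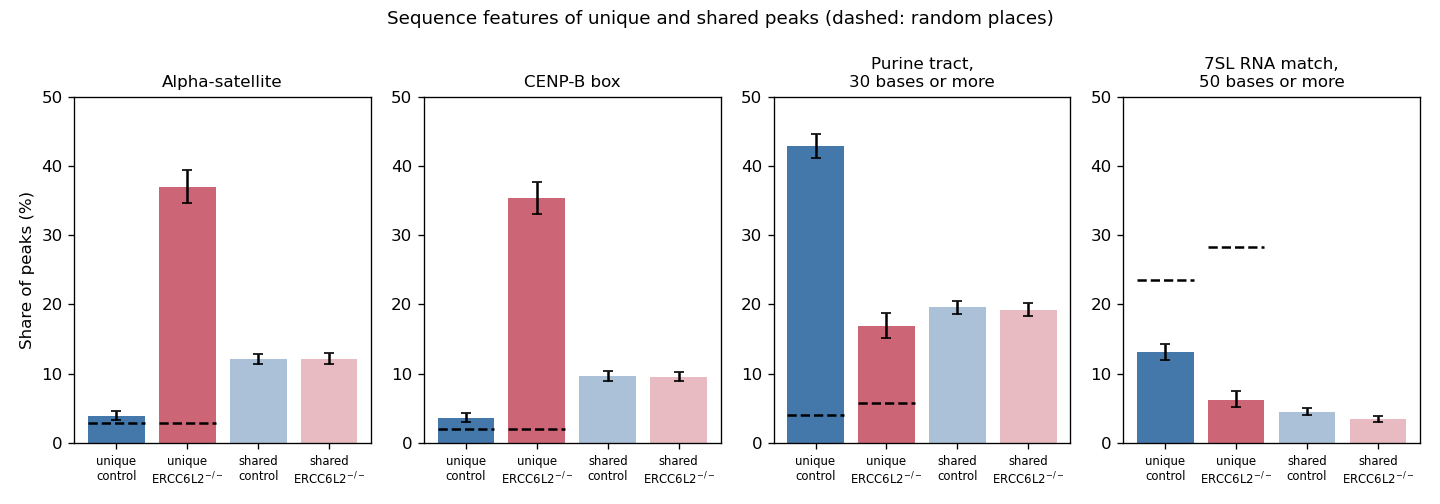
Share of peaks (%) with each sequence feature among the unique (dark) and shared (pale) peaks of the control list (blue) and the ERCC6L2−/− list (red), with 95% Wilson intervals, and the mean share of random places of the same widths (dashed lines). Unique ERCC6L2−/− peaks stand out for alpha-satellite (37.0%) and the CENP-B box (35.3%), unique control peaks for purine tracts (42.9%), and matches to the 7SL RNA gene lie below the dashed lines in both unique lists.

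To ask whether unique peaks were clustered, peaks with another peak of the same list within 100 kb were counted. There were 750 of 1614 in the ERCC6L2−/− list (46.5%, 44.05 to 48.9%) and 1286 of 3371 in the control list (38.1%, 36.5 to 39.8%), for an odds ratio of 1.41 (Fisher's exact test, p = 2.91e-08). The control list is the longer. Random placement covered only the peaks on contigs of the reference. It gave 13.8% for 1607 ERCC6L2−/− peaks (11.6 to 16.9% over 20 placements) and 24.3% for 3347 control peaks (22.2 to 25.9%). Outside alpha-satellite the order of the lists was the opposite, 21.0% of 1020 against 36.9% of 3240 peaks (odds ratio 0.453, Fisher's exact p = 2.98e-22). These counts take peaks on contigs not in the reference as outside. Random placement of the 1013 and 3216 peaks on contigs of the reference gave 9.21% and 23.4%.

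The clusters with the most unique ERCC6L2−/− peaks lay in alpha-satellite of hg38, with no annotated protein-coding gene. They held 58 peaks on chromosome 12 (34951824 to 36871640), 46 peaks on chromosome 19 (25788315 to 27187818) and 44 peaks on chromosome 1 (123432380 to 124782368), and each of these peaks carried a CENP-B box. These clusters also spanned 92, 39 and 35 control consensus peaks, respectively. In the control list 9 unique peaks formed a cluster on chromosome 13 (113798084 to 114033422), a span with the protein-coding genes C13orf46, GAS6, RASA3 and TMEM255B that also held 6 ERCC6L2−/− consensus peaks. A further 9 unique control peaks lay on chromosome 20 (46035050 to 46376820), over CD40, CDH22, ELMO2, NCOA5, SLC12A5 and SLC35C2, where the ERCC6L2−/− consensus list had 0 peaks. The next cluster, of 8 unique control peaks, lay in alpha-satellite of chromosome 20 (26783363 to 27143931) and spanned 8 ERCC6L2−/− consensus peaks.

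**Figure D3:**
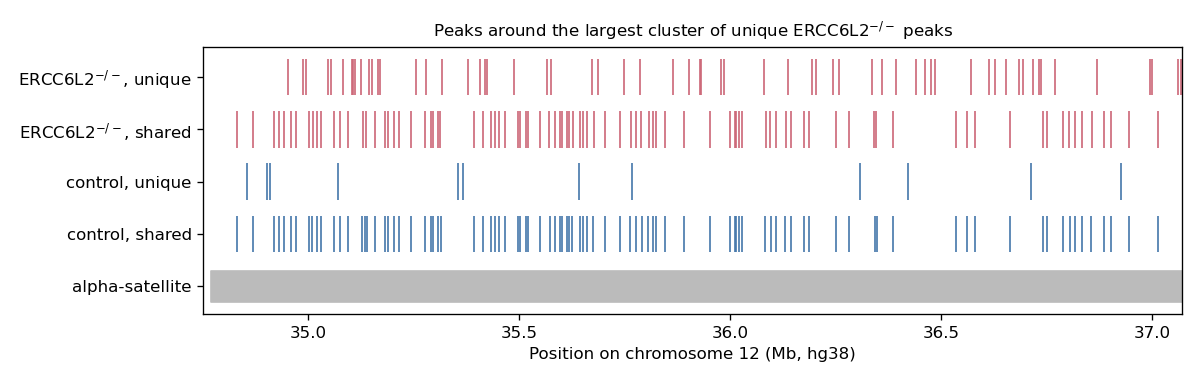
Map of chromosome 12 around the cluster of 58 unique ERCC6L2−/− peaks, with position in Mb (hg38) on the horizontal axis, the alpha-satellite array as a grey bar and each peak as a line at its midpoint. The region drawn holds 62 unique and 92 shared ERCC6L2−/− peaks and 12 unique and 93 shared control peaks, interleaved along the array.

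Outside alpha-satellite many unique peaks were tied at the score ceiling, 1469 in the control list and 266 in the ERCC6L2−/− list on chromosomes 1 to 22 and X, and the widest of these are named. In the control list they were 2527 bases on chromosome 1 (144328229 to 144330755), 2481 bases on chromosome 9 (64722850 to 64725330) and 2460 bases on chromosome 2 (91558347 to 91560806). No annotated gene overlapped them, and their 50-base words had a median of 6 copies in the reference. In the ERCC6L2−/− list they were 2159 bases on chromosome 18 (78370894 to 78373052), in no annotated gene, 2029 bases on chromosome 2 (107827136 to 107829164), in an intron of RGPD4 (ENSG00000196862.10), and 1857 bases on chromosome 2 (90296696 to 90298552), in no annotated gene. Their words had medians of 6, 2 and 2 copies, so the placement of reads in all of these peaks is uncertain.

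An annotated gene overlapped 620 of 1547 unique ERCC6L2−/− peaks on annotated chromosomes (40.1%, 37.7 to 42.5%) and 1926 of 3254 unique control peaks (59.2%, 57.5 to 60.9%). The odds ratio was 0.461 (Fisher's exact test, p = 2.71e-35). Outside alpha-satellite, the choice that moved this result most, the shares were 64.5% and 61.5% and did not differ by the test (odds ratio 1.13, Fisher's exact p = 0.102). Random places overlapped a gene in 62.4% of cases for the ERCC6L2−/− widths and 62.0% for the control widths.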

Values the study reported

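The study reported that the CENP-B box occurred in more than 35% of the unique ERCC6L2−/− peaks. It gave a fragment size of about 300 bp from the peak caller, with most samples between 270 and 310 bp.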

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

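Alternatives were fixed before the data were examined unless stated. Values are differences in share, ERCC6L2−/− minus control, in percentage points. The difference in alpha-satellite share (33.0 points) and in purine tract share (−26.0 points) kept their direction and stayed past an exact p of 0.05 under all 7 and 11 alternatives that gave a value, 1 and 3 of which were added after the data were seen. With each of the 23 chromosomes left out in turn, they ranged from 31.3 to 34.5 points and from −26.4 to −25.2 points. The recomputed unique lists were identical to the deposited ones, so that alternative tested nothing.

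The difference in CENP-B box share (31.8 points) kept its direction and its side of the threshold under 8 of 9 alternatives. Inside centromeres alone it was 4.02 points and no longer past the threshold (Fisher's exact p = 0.0764). That setting removes the difference in location and leaves fewer peaks, 131 in the control list. With the central 300 bases alone scanned inside centromeres, added after the data were seen, it was 9.20 points (Fisher's exact p = 0.0432), so the call inside centromeres depends on how much of each peak is scanned.

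Clustering (8.32 points) reversed under 2 alternatives. Outside centromeres it was −16.0 points and with neighbours within 500 kb it was −8.30 points. A longer list has more neighbours by chance, which is tested under the other observations for the first of these, and the cause of the second was not tested. The difference in gene overlap (−19.1 points) reversed outside centromeres to 2.94 points, not past the threshold (Fisher's exact p = 0.102), since alpha-satellite holds almost no annotated gene.

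For Alu elements, the match of at least 100 bases rested on 1 peak (0.0622 points) and its alternatives say nothing about stability. The difference was −6.92 points with 50 bases. With alternatives added after the data were seen, it was −3.92 points with 75 bases and −3.81 points with 50 bases outside centromeres. The reversal follows from the definition, which nearly no peak meets.

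The share of consensus peaks shared with the other list was 67.2% in the control list and 81.1% in the ERCC6L2−/− list. It moved to 65.2% and 78.4% with a reciprocal overlap of 50%, to 79.2% and 90.6% for the higher-scoring peaks (the other list unrestricted), and to 65.3% and 85.7% outside centromeres. On chromosomes 1 to 22 and X it moved to 66.3% in the control list. The control share was the lower under each alternative. Because of ties at the ceiling, the higher-scoring set held 7343 of 10285 control and 5280 of 8555 ERCC6L2−/− peaks. The share of peaks at the score ceiling moved outside centromeres to 87.0% for shared control peaks and 28.2% for unique ERCC6L2−/− peaks, and with the reciprocal overlap to 33.5% for the latter. Why these shares moved was not tested.

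No paired analysis was possible because the lists are merged over the 3 replicates of each genotype and carry no values per replicate. For the same reason leaving out each replicate was not run. The definition of centromeres from annotated features and, for the 100-base Alu match, the higher-scoring peaks, the central 300 bases and 1 of the chromosomes left out gave no value. The merged lists and the unknown depth limit every result above: how much of a difference between the lists is variation between samples could not be measured.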

Other observations

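Of the tests below, those of copy number, peak width and GC content for purine tracts, of Alu elements beside tracts and of list length for clustering were written before their results were seen, and the others after. ERCC6L2 genotype is the biological difference in the design, and it stays among the open explanations of each pattern.

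The excess of unique ERCC6L2−/− peaks in alpha-satellite went against the length of the lists. The ratio of unique ERCC6L2−/− to unique control peaks was 4.53 inside alpha-satellite and 0.315 outside it, which argues against deeper reads or a looser threshold in the ERCC6L2−/− samples as the whole cause. The shared peaks, which are found in both lists, also changed their order. In the control list alpha-satellite peaks ranked below other shared peaks (AUC of 0.364, where 0.5 is no difference), and in the ERCC6L2−/− list they ranked level with them (AUC of 0.502). The change was 0.138 (95% interval 0.109 to 0.172, 2000 bootstraps of chromosomes), although ties at the ceiling make the ranking coarse. Of the shared control peaks on chromosomes 1 to 22 and X, 61.4% inside and 86.9% outside alpha-satellite were at the ceiling, against 69.8% and 67.7% in the ERCC6L2−/− list. A depth or threshold that keeps the order of peaks would not give this. The shift is relative, so a gain in alpha-satellite and a loss elsewhere cannot be separated from these lists.

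Repeated sequence was a further concern. Among unique peaks with at most 10% of their 50-base words on more than 1 chromosome, the odds ratio was 12.7 (115 of 989 against 28 of 2724 peaks, Fisher's exact p = 9.54e-43), which argues against reads from arrays of other chromosomes as the whole cause. The difference in share was smaller among them, 10.6 against 33.0 percentage points. Of all unique ERCC6L2−/− peaks in alpha-satellite, 19.4% were of this kind, close to the 21.4% of the unique control peaks there, against 34.2% of the shared ERCC6L2−/− peaks there and 42.8% of random alpha-satellite places. How much of the excess at the remaining peaks comes from reads of other arrays stays open. On 22 of 22 autosomes there were more unique ERCC6L2−/− peaks inside and fewer outside alpha-satellite. These counts cannot decide whether some whole chromosomes were gained in the knockout clone. Most unique peaks inside have more than 10% of their words on more than 1 chromosome, so reads of a gained array may be counted on others. Outside, the control list is the longer one. The number and position of peaks within an array are another matter. With a median of 635.5 copies per word, the placement of reads among identical copies may set where in an array a unique peak appears. Arrays of different length in the clones were not tested, and unlabelled input DNA was not analysed here.

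Most of the difference in the CENP-B box went with location. Its share differed by 4.02 percentage points inside alpha-satellite, against 31.8 points over all unique peaks, but nearly all peaks there have a box, which leaves little room for a difference. With only the central 300 bases scanned the difference was 9.20 points inside alpha-satellite (Fisher's exact p = 0.0432, not adjusted), against 24.3 points over all unique peaks. Whether position alone accounts for the box therefore stays open. Within alpha-satellite 95.6% of the unique ERCC6L2−/− peaks had a box, above the 79.0% reached by the highest of 20 random sets. The unique control peaks were at 91.6%, against a highest random value of 83.3%. The shared peaks in alpha-satellite, which outnumber the unique ones in both lists, had a box in 77.97% (control) and 77.0% (ERCC6L2−/−) of cases, within the ranges of the random sets, although those sets have the widths of unique peaks. The excess of boxes over these random places was thus seen in the unique peaks of either list and not in the shared ones. The random places were not drawn on the chromosome of each peak, so which arrays hold the unique peaks could account for it. Whether the unique lists differ from each other in alpha-satellite depended on the bases scanned.

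The purine tracts of unique control peaks were not wholly accounted for by the explanations tested. Outside alpha-satellite the difference was −17.9 percentage points, so dilution by centromeric peaks was not the whole cause. It was −13.8 points among peaks with at least 90% of their 50-base words in 1 copy (Fisher's exact p = 8.55e-11), −20.1 points among peaks of 400 to 800 bases (p = 2.49e-21) and −10.8 points among peaks of 45 to 55% GC (p = 1.41e-05), so GC content could account for part of it. The restriction on width was no strict test, since the control peaks are the narrower. Random places had a tract in 4.05% of cases at control widths and 5.81% at ERCC6L2−/− widths. Within the unique control list tracts did not mark weak peaks. Outside alpha-satellite, 56.0% of the unique control peaks at the ceiling had a tract, against 34.7% of those below it (odds ratio 2.39, Fisher's exact test, p = 7.22e-34). Between unique and shared peaks of the control list the order was the opposite. Of all unique control peaks there, 46.7% were at the ceiling and 44.6% had a tract. Shared control peaks there scored higher and had fewer tracts (87.0% and 22.2%). Of the unique ERCC6L2−/− peaks there, 28.3% were at the ceiling and 26.8% had a tract. The level of the scores cannot be compared between the lists, since the read depth is unknown. Differences between the samples in library amplification, and in the length of these repeats between the clones, were not tested.

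Whether unique control peaks gather at Alu elements was not settled, since the answer turns on the background. They matched the 7SL RNA gene in 13.1% of cases, below the 22.5% of the lowest random set but above the 4.46% of the shared peaks of the same list. The difference from the ERCC6L2−/− list was −3.81 percentage points outside alpha-satellite (Fisher's exact p = 0.00142), so dilution by centromeric peaks was not the whole of it. Among peaks without a purine tract it was 0.0565 points (3.37% against 3.31%, Fisher's exact p = 1.00). A candidate explanation is that Alu sequence and tracts occur together, although these shares cannot tell which of them brings the other. A match was present in 26.6% of the unique control peaks with a tract and 27.7% of the unique ERCC6L2−/− peaks with a tract, and at random places of the control widths in 57.4% with and 22.7% without a tract. The tracts do not account for all of the difference from shared peaks, since outside alpha-satellite 3.31% of the unique control peaks without a tract had a match, against 1.48% of the shared control peaks without a tract.

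Outside alpha-satellite, unique control peaks had a neighbour within 100 kb more often than unique ERCC6L2−/− peaks. Peaks on contigs not in the reference were counted as outside in both lists. When the control peaks were drawn down at random to the 1020 peaks of the other list, their share averaged 15.3% (11.9 to 17.9% over 100 draws), below the 21.0% of the ERCC6L2−/− list. The number of peaks is therefore a candidate explanation of that reversal, and at equal numbers the ERCC6L2−/− list was the more clustered there too.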
